A study of Arabidopsis thaliana with 27 samples. Its data were reported in "Regulation of DNA (de)Methylation Positively Impacts Seed Germination during Seed Development under Heat Stress" (2021).

How the data were processed

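Whole seeds of Arabidopsis thaliana, accession Columbia-0 (the common laboratory wild type), were collected at the heart, bent and mature embryo stages from plants kept at a mean of 23 °C (24 °C by day and 22 °C by night, the control), 25 °C (26 °C and 24 °C, mild stress) or 27 °C (28 °C and 26 °C, severe stress). The labels put 3 libraries in each of the 9 combinations of stage and temperature, 27 libraries in all, and every library had a group. The labels and the study's methods differ on the temperature before flowering and on the sequencing instrument; neither enters a comparison.

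The authors extracted total RNA, had libraries made after enrichment of messenger RNA, sequenced short single-end reads and assigned them to the Araport11 transcripts with Salmon, a program that shares reads between similar transcripts by an estimate. The deposited table holds the resulting estimated counts (expected counts) per transcript and library, not normalised, without pooling of replicates. It lists 48268 transcripts, and 61.5% of its values are not whole numbers. Reads common to several transcripts are divided by the model, so values of near-identical gene copies and of overlapping genes are uncertain; whether counting used the strand is not stated. All columns of the table belonged to the 27 libraries, leaving 0 columns unused.

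The estimates were summed over the transcripts of each locus and rounded to whole numbers, which gave 27587 loci, 25980 of them with a count in some library and 10690 with more than 1 transcript. This number of loci equals the number of genes the study gave after its own expression filter, yet it includes loci without a count in any library. Gene names, descriptions and positions came from the RefSeq annotation of assembly TAIR10.1, in which 27392 loci (99.3%) were found. The remainder were the chloroplast and mitochondrial loci, recognised by their locus prefix (81 and 114 loci). Counts cover all annotated transcripts of a locus, so no change was assigned to an exon, intron or untranslated region.

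Total counts per library ranged from 17227596 to 19445885. Shares of counts and limits set by low counts cover counting error only, because the reads carry no molecular identifiers. A group with at most 3 counts in every library was treated as a floor, and a fold change against it is given as a lower bound.

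Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, the test the study states, on 21445 genes with at least 10 counts in at least 3 libraries. All 27 libraries entered 1 fit of 9 groups, with median-of-ratios size factors and without covariates. Contrasts compared 25 °C with 23 °C, 27 °C with 23 °C and 27 °C with 25 °C within each stage, the mean of the 3 stage effects, successive stages at 23 °C, and the 27 °C effect between stages (interaction). Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, with no fold threshold and with the independent filtering of DESeq2, which withholds an adjusted p from genes of low mean count; a withheld value was left out. Adjusted p-values are those of this test unless another is named, and all tests are two-sided.

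Correlations of fold changes were computed across genes, which are not independent replicates, so they carry a jackknife error over libraries and no p-value. Contrasts with a common 23 °C group share its chance values. For these, libraries of all temperatures were simulated from the 23 °C means, so that both contrasts shared simulated controls. The change to the next stage was taken from the 25 °C libraries, which share no library with the contrast of 27 °C and 23 °C. Shares of counts at organelle loci were compared by an exact permutation test with labels exchanged within stages (8000 relabellings, smallest possible p 0.00025). Within a stage, 3 against 3 libraries cannot give a p below 0.1.

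Gene sets were tested with camera (limma 3.58.1, preset correlation 0.01) on voom log2 counts scaled to library size by the TMM factors of edgeR 4.0.16. There were 10 sets and 6 contrasts, and adjustment ran over all 60 tests. Of the sets, 8 were fixed by words in the gene descriptions. The other 2 were lists of genes with differentially methylated regions and of such genes that change in germination, as the study names them; the study drew these partly on material of the same experiment. The 17 genes that the study discusses by name were tested in the same fit, adjusted over all genes and over the list alone.

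Genes named in the text were chosen by a rule. It took the 5 genes per direction called at all 3 stages for 27 °C against 23 °C with the largest smallest change, and the 2 genes per direction, stage and heat level with the largest change. All needed a mean normalised count of at least 100 over the compared groups and no overlap between the replicates.

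The tests, samples, rule and alternatives were fixed before the data were examined, except where the text says that a choice came later. Alternatives were the edgeR quasi-likelihood test, TMM factors, library totals as size factors, other filters, filtering off, separate fits per stage, a fold threshold, an adjusted p under 0.01, the replicate number as a block, truncation in place of rounding, and leaving out each library. Other splits of the libraries were counted for the numbers of called genes, of called gene sets and of calls at 27 °C on the genes the study discusses: all 10 for 3 against 3 libraries, 60 drawn within stages for contrasts over several stages and for the genes discussed, and 40 for gene sets. Single genes and the lists linked to methylation had no count of splits. A list of 18 genes of pollen and pollen tubes was written before its values were seen, to test an idea that arose from the named genes.

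The steps were tested on simulated data with the real means and library sizes and 200 changed genes among 21445. DESeq2 recovered 86.5 to 93.5% of the 200 changed genes in the 4 contrasts with changed genes, with 10.3 to 12.3% false calls among the calls. EdgeR recovered 84.0 to 93.5% with 4.43 to 5.74%. The DESeq2 share of false calls exceeded the threshold of 0.05, so its counts may hold more false calls than the threshold implies. In contrasts without changed genes DESeq2 made 5 calls. Camera called 0 of 50 random sets at p under 0.05 and fry called 6. Genes were simulated independently of one another, so this check could not show calls raised by correlation between genes. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures were drawn with matplotlib 3.10.9, and the mitochondrial genome was aligned to chromosome 2 with minimap2.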

Results

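Transcript abundance was measured by RNA sequencing in whole Arabidopsis seeds at the heart, bent and mature embryo stages, produced at 23 °C (control), 25 °C (mild stress) or 27 °C (severe stress). There were 3 replicate libraries in each of the 9 groups. Total counts per library ranged from 17227596 to 19445885, so depth differed little between groups. In the heart and bent seeds at 23 °C the most abundant gene held at most 1.70% of the counts. In mature seeds at 23 °C CRU3, which encodes a seed storage protein, held 3.19 to 3.61%. The 20 most abundant genes held 4.39 to 7.80% of the counts in heart and bent seeds and 13.8 to 24.5% in mature seeds.

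The agreement between replicates was examined first. Pearson's r of log2 expression across genes between replicates of a group was lowest in heart seeds at 23 °C (0.962 to 0.984). It was highest in heart and mature seeds at 27 °C (0.990 to 0.992 in both). All pairs of replicates differed by more than sampling noise, so the 27 libraries were counted separately. The first principal component of the 2000 most variable genes held 77.6% of the variance and ordered the stages from heart to mature. The second held 10.5% and set the bent seeds at 23 °C and 25 °C apart from the other groups. Along both components, libraries of 25 °C lay near those of 23 °C at the heart and bent stages. Replicate 1 of heart seeds at 23 °C lay apart from replicates 2 and 3, with a PC1 score of -84.7 against -134 and -124, close to the heart libraries at 27 °C (-85.9 to -74.4). It held 26428 normalised counts of CRU3, against 353 and 171 in the other replicates.

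**Figure D1:**
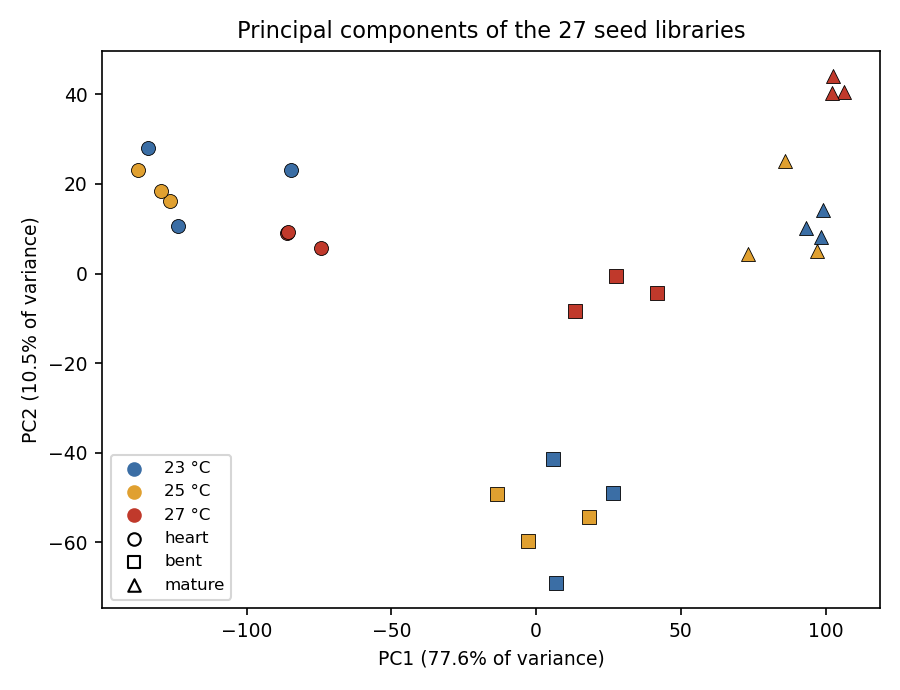
Scores of the 27 libraries on the first principal component (PC1, 77.6% of the variance of the 2000 most variable genes, horizontal axis) and the second (PC2, 10.5%, vertical axis), with the stage shown by the shape and the temperature by the colour of each point. The stages separate along PC1, and the bent seeds at 27 °C lie above the other bent seeds along PC2.

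The effect of mild stress was tested within each stage by comparing 25 °C with 23 °C. In heart seeds 59 genes were higher and 117 were lower at 25 °C (DESeq2, adjusted p under 0.05, n = 3 per group). The counts were 26 higher and 631 lower in bent seeds and 173 higher and 171 lower in mature seeds. The edgeR quasi-likelihood test called 0 genes higher and 0 lower in bent seeds, where 1341 and 2289 genes had an unadjusted p under 0.05. The bent result also depended on filtering. An adjusted p was withheld from 15803 of the 21445 genes, and with filtering off 87 genes were higher and 326 lower. When 1 of the 6 libraries was left out, the lower calls in bent seeds ranged from 34 (without replicate 3 at 25 °C) to 1798 (without replicate 1 at 23 °C), and they numbered 36 without replicate 3 at 23 °C. In heart seeds the same procedure gave 25 (without replicate 3 at 23 °C) to 106 genes higher (without replicate 1 at 23 °C) and 57 (without replicate 1 at 23 °C) to 205 genes lower (without replicate 2 at 23 °C). In mature seeds the lowest counts were 68 higher and 33 lower, without replicate 3 at 23 °C. Leaving replicate 3 of bent seeds at 23 °C out of the shared dispersion estimate, an alternative chosen after seeing the data, gave 403 higher and 502 lower in mature seeds. The median absolute log2 fold change of the called genes was 1.61 at the heart stage, 0.39 at the bent stage and 0.49 at the mature stage.

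The effect of severe stress was tested in the same way with 27 °C against 23 °C. In heart seeds 2695 genes were higher and 2467 lower at 27 °C. In bent seeds the counts were 3412 and 4511, and in mature seeds 3163 and 3305. An absolute log2 fold change of at least 1 was reached by 994 higher and 606 lower genes in heart seeds, 1284 and 504 in bent seeds, and 922 and 663 in mature seeds. Compared with 25 °C, severe stress changed 2321 genes upward and 1880 downward at the heart stage, 2367 and 2533 at the bent stage, and 3044 and 3818 at the mature stage. Without replicate 2 of heart seeds at 27 °C, 1627 genes were lower at 27 °C than at 23 °C. Without replicate 2 of heart seeds at 25 °C, 1489 genes were higher and 1011 lower at 27 °C than at 25 °C, and without replicate 3 of bent seeds at 27 °C, 1552 were lower in bent seeds. Scaling to library totals in place of median-of-ratios factors moved the median log2 fold change of all genes by 0.17 in bent seeds for 27 °C against 23 °C, and the share of higher genes among those called there rose from 43.1 to 74.0%. Directions are therefore relative to the median gene. Replicate 3 of bent seeds at 23 °C had the highest total but a size factor of 0.829, against 1.08 and 1.04 in replicates 1 and 2. The shift in bent seeds may thus rest largely on this library.

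The number of called genes at 27 °C was 45.7 times that at 25 °C for higher genes and 21.1 times for lower genes in heart seeds. The ratios were 131 and 7.15 in bent seeds and 18.3 and 19.3 in mature seeds. These ratios rest on the counts for mild stress, which varied with the libraries left out.

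**Figure D2:**
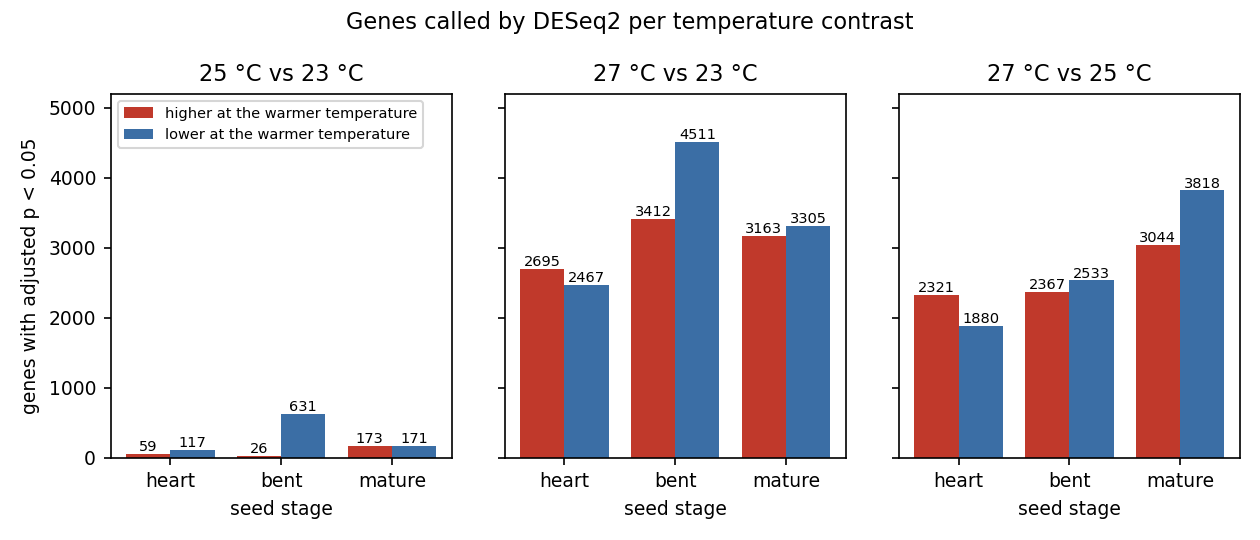
Number of genes with an adjusted p under 0.05 (vertical axis) per stage (horizontal axis) for each pair of temperatures, with genes higher at the warmer temperature in red and genes lower in blue. The counts for 25 °C against 23 °C stay at or below 631, and those involving 27 °C lie between 1880 and 4511.

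Averaged over the 3 stages, 584 genes were higher and 1017 lower at 25 °C than at 23 °C, and 5094 were higher and 5470 lower at 27 °C (9 libraries against 9). The counts at 25 °C ranged from 393 higher and 736 lower without replicate 3 of bent seeds at 25 °C to 900 higher and 1657 lower without replicate 1 of bent seeds at 23 °C. To ask whether mild stress changed the same genes as severe stress, the log2 fold changes of both were compared across the 21445 genes. Pearson's r, across genes that are not independent replicates, was 0.279 in heart, 0.410 in bent and 0.422 in mature seeds, with jackknife errors of 0.193, 0.208 and 0.176. Libraries simulated without any temperature effect, with shared simulated controls, gave 0.428, 0.573 and 0.508. The simulated 27 °C groups were unchanged too, whereas many genes changed at 27 °C in the data. Such changes can lower the correlation that a shared control gives. The simulated values therefore cannot decide whether mild stress changed the same genes. The heart value was 0.430 without replicate 1 at 23 °C, and the mature value was 0.280 without replicate 1 and 0.511 without replicate 2 at 25 °C. No simulation was run without these libraries. Of the genes called for mild stress, 77.8% in heart, 95.3% in bent and 76.7% in mature seeds had the same sign at 27 °C. The simulation, with the same limit, gave 92.0%, 89.6% and 93.0%.

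Genes called at all 3 stages for 27 °C against 23 °C numbered 743 higher and 742 lower. Independent lists of the same sizes would share 63.2 and 80.0 genes, which is 11.7 and 9.28 times fewer. The shared genes made up 27.6% of the higher genes in heart, 21.8% in bent and 23.5% in mature seeds, and 30.1%, 16.4% and 22.5% of the lower genes. Whether the effect of 27 °C differed between stages was tested directly. It differed for 3147 genes between bent and heart seeds, for 1179 between mature and bent seeds and for 3201 between mature and heart seeds. Between heart and bent seeds, 231 genes were higher in the former and lower in the latter, and 112 showed the reverse; an adjusted p threshold of 0.01 left 1818 genes that differed between these stages.

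Among the genes higher at 27 °C at all stages, AT1G72660 (chromosome 1, 27353765 to 27356852, assembly TAIR10.1), encoding a P-loop nucleoside triphosphate hydrolase, rose from 24.8 ± 5.99 to 239.8 ± 61.0 normalised counts in heart seeds (mean ± SD, n = 3). Its log2 fold change was 3.27 ± 0.26 (SE) in heart seeds, with an adjusted p of 5.02e-33, 3.29 ± 0.25 in bent seeds and 3.06 ± 0.22 in mature seeds. Hop3 (chromosome 4, 7338018 to 7341363), which encodes a stress-inducible protein, changed by 2.23, 2.37 and 3.01 on the log2 scale in heart, bent and mature seeds. AT5G51440 (chromosome 5, 20891163 to 20892416), an HSP20-like chaperone gene, changed by 3.65, 2.76 and 3.73. The FKBP-type isomerase gene AT5G48570 (chromosome 5, 19690461 to 19693845) changed by 2.71, 2.22 and 2.65, and the hydrolase gene AT1G52700 (chromosome 1, 19630884 to 19634051) by 2.26, 2.24 and 2.70. All of these calls were kept in every fit that left out 1 library.

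Among the genes lower at all stages, VGD1 (chromosome 2, 19327853 to 19330197), encoding a pectin methylesterase, dropped from 435.7 ± 250.0 to 66.9 ± 15.2 normalised counts in heart seeds. Its log2 fold change was -2.70 ± 0.69 in heart seeds, with an adjusted p of 0.000927, -2.95 ± 0.70 in bent seeds and -3.78 ± 0.72 in mature seeds. The polygalacturonase gene PGA4 (chromosome 1, 610363 to 612324) changed by -2.59, -2.85 and -2.98, and the pectate lyase gene AT3G01270 (chromosome 3, 82581 to 84901) by -2.17, -2.71 and -3.13. For sks13 (chromosome 3, 4354923 to 4357482) the changes were -2.01, -2.88 and -3.25. Without replicate 3 of heart seeds at 23 °C, the heart value of sks13 was -1.53 with an adjusted p of 0.0602. The lectin gene AT1G78830 (chromosome 1, 29636818 to 29638773) changed by -2.32, -1.89 and -1.78. The calls of the other 4 genes were kept in every fit that left out 1 library.

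The largest increases at a single stage were found for genes with low counts in the control. RLP55 (chromosome 5, 18563333 to 18564921), a receptor-like protein gene, had at most 0.915 normalised counts in a heart library at 23 °C and 1443 ± 190.0 at 27 °C, at least 481-fold higher. AT5G05020 (chromosome 5, 1480772 to 1481636) reached 901 ± 128 normalised counts in heart seeds at 27 °C, at least 300.4-fold higher. In bent seeds AT5G37690 (chromosome 5, 14973353 to 14976229) rose from 11.2 ± 16.0 to 1462 ± 483 normalised counts and CYP86A1 (chromosome 5, 23765791 to 23768111) from 8.70 ± 8.49 to 1008 ± 293. In mature seeds the F-box gene AT2G39490 (chromosome 2, 16486902 to 16488645) was at least 186-fold higher, and FACT (chromosome 5, 25449311 to 25451419), an acyltransferase gene, rose from 39.7 ± 27.4 to 12783 ± 4440 normalised counts. The largest decreases were those of AT4G03930 (chromosome 4, 1870422 to 1872387) at -4.08 ± 0.38 and AT1G78850 (chromosome 1, 29641860 to 29643535) at -3.04 ± 0.43 in heart seeds, of VGD1 and sks13 in bent seeds, and of AT4G11180 (chromosome 4, 6820033 to 6820747) at -6.01 ± 1.08 and VGD1 in mature seeds.

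At 25 °C the largest changes were less stable. In heart seeds AGP2 (chromosome 2, 9538127 to 9538963) changed by 2.20 ± 0.37 and GolS1 (chromosome 2, 19368798 to 19370478) by 1.79 ± 0.49 on the log2 scale. The call for GolS1 was lost in 4 of the 6 fits that left out 1 library, with values from 1.31 (without replicate 1 at 25 °C) to 2.18. The cruciferin genes CRU2 (chromosome 1, 985751 to 988146) and CRU3 (chromosome 4, 14087556 to 14089796) changed by -11.44 ± 1.04 and -11.03 ± 0.96. Without replicate 1 of heart seeds at 23 °C these values were -6.29 and -5.93. In bent seeds AT2G18360 (chromosome 2, 7976700 to 7979430) changed by 1.22 ± 0.27, AT5G62360 (chromosome 5, 25040540 to 25041504) by 0.63 ± 0.19, AT2G05580 (chromosome 2, 2055519 to 2056745) by -5.03 ± 1.16 and AT1G03890 (chromosome 1, 989198 to 991020) by -4.26 ± 1.12. Without replicate 3 of bent seeds at 25 °C, AT5G62360, AT2G05580 and AT1G03890 stood at 0.61, -4.75 and -3.86 with adjusted p-values of 0.201, 0.0727 and 0.144. Without replicate 2 of bent seeds at 23 °C, AT5G62360 stood at 0.41 (adjusted p 0.0934), and without replicate 3 at 23 °C at 0.64 (adjusted p 0.283). In mature seeds AT1G56660 (chromosome 1, 21237839 to 21241014) changed by 1.73 ± 0.28 and AT1G66760 (chromosome 1, 24901882 to 24904443) by -1.59 ± 0.35. The changes of cwINV4 (chromosome 2, 15174624 to 15178086) and VGD1 were 1.06 ± 0.27 and -2.63 ± 0.70, and without replicate 3 of mature seeds at 23 °C they were 0.93 and -2.23 with adjusted p-values of 0.133 and 0.186. The calls of cwINV4 and VGD1 in mature seeds at 25 °C were each lost in 3 of the fits that left out 1 library. EdgeR did not call GolS1, AT2G18360, AT5G62360, AT2G05580, AT1G03890, cwINV4 or VGD1 at 25 °C.

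Development at the control temperature served as a scale for these changes. From heart to bent seeds at 23 °C, 6277 genes rose and 6341 fell, and from bent to mature seeds 5017 rose and 5780 fell. The change of each gene to the next stage, taken from the 25 °C libraries, was then compared with its change at 27 °C. Pearson's r across genes was 0.384 ± 0.170 (jackknife error) in heart seeds, 0.338 ± 0.136 in bent seeds and 0.229 ± 0.0844 in mature seeds, the last set against the change from bent to mature. Restricting the bent comparison to genes with a mean of at least 100 normalised counts raised it to 0.508, whereas Spearman's rho for the bent comparison was 0.192. Without replicate 2 of heart seeds at 23 °C the heart value was 0.253.

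Functional classes were compared as gene sets, since the study described its called genes by function. Camera called 16 set tests for 27 °C against 23 °C and 10 for 25 °C against 23 °C of the 60 run. Heat shock factors (15 genes) exceeded the other genes by a mean log2 fold change of 0.87 in heart seeds, 0.47 in bent seeds and 0.46 in mature seeds at 27 °C, with camera adjusted p-values of 0.000537, 0.0158 and 0.0203. Heat shock proteins (68 genes) exceeded them by 0.80 in heart seeds and 0.60 in mature seeds. The median log2 fold changes of heat shock proteins were 0.17 and 0.25, with 44 and 53 of 68 genes higher. Part of the genes therefore raised these means. In bent seeds their value of 0.28 did not pass the threshold, with an adjusted p of 0.0664. Photosystem and light-harvesting genes (66 genes) lay below the other genes by values of -0.24, -0.78 and -0.58, and ribosomal protein genes (368 genes) by -0.15, -0.34 and -0.11 in heart, bent and mature seeds. Core histone genes (43 genes) were lower in heart seeds at -0.36 and in bent seeds at -0.47. Seed storage and oil body genes (81 genes) were higher by 0.74 in heart and 0.65 in bent seeds, and late embryogenesis abundant genes (63 genes) by 0.32 in bent seeds. Calls in bent seeds depended on single libraries. Without replicate 3 at 23 °C, heat shock factors stood at 0.31 (adjusted p 0.0871) and late embryogenesis abundant genes at 0.26 (adjusted p 0.0932), and without replicate 2 at 23 °C, seed storage genes stood at 0.61 (adjusted p 0.166). Ribosomal protein genes kept their calls but stood at -0.16 in bent seeds without replicate 3 at 23 °C and at -0.07 in mature seeds without replicate 1 at 27 °C. At 25 °C, photosystem genes lay below the others by -0.21, -0.35 and -0.18 and ribosomal protein genes by -0.03, -0.24 and -0.15 in heart, bent and mature seeds. Heat shock factors were higher by 0.28 in heart and 0.10 in bent seeds, while heat shock proteins at -0.17 and core histones at -0.12 were lower in bent seeds. Of these calls at 25 °C, 6 were lost in some fit without 1 library: without replicate 1 of heart seeds at 25 °C, heat shock factors and ribosomal proteins in heart seeds stood at 0.21 and 0.01, without replicate 3 of bent seeds at 23 °C, heat shock factors and core histones in bent seeds stood at -0.05 and -0.02, without replicate 2 of bent seeds at 23 °C, heat shock proteins in bent seeds stood at -0.01, and without replicate 1 of mature seeds at 25 °C, photosystem genes in mature seeds stood at -0.10. Other values kept their call and shrank: without replicate 3 of bent seeds at 23 °C, photosystem and ribosomal protein genes in bent seeds stood at -0.13 and -0.05, and without replicate 1 of mature seeds at 25 °C, ribosomal protein genes in mature seeds stood at -0.07. Without replicate 1 of bent seeds at 23 °C, the bent values of ribosomal protein genes, heat shock proteins and heat shock factors were larger, at -0.36, -0.29 and 0.19. Core histones in bent seeds were also further from the other genes without replicate 2 of bent seeds at 23 °C, at -0.19. The set of abscisic acid genes (21 genes) was not called by camera in the 6 contrasts, while fry called it lower in heart seeds at 27 °C (adjusted p 0.00401, median log2 fold change -0.14, 7 of 21 genes higher). The mean log2 fold change of this set there was 0.04, which lay at -0.03 relative to the other genes. Fry also called heat shock proteins higher in bent seeds (adjusted p 0.0387) and late embryogenesis abundant genes higher in mature seeds (adjusted p 0.0400), both at 27 °C. The p-values of fry vary with the order in which the libraries are entered, which carries no information. Over 60 random orders the adjusted p ranged from 0.00264 to 0.00499 for abscisic acid genes in heart seeds, from 0.0357 to 0.0528 for heat shock proteins in bent seeds and from 0.0369 to 0.0498 for late embryogenesis abundant genes in mature seeds, so the last 2 sets lie at the threshold. Fry kept 13 of the 16 calls at 27 °C and 1 of the 10 at 25 °C, that of photosystem genes in bent seeds. The calls it lost at 27 °C were those of ribosomal protein genes in heart and mature seeds (fry adjusted p 0.435 and 0.311) and of photosystem genes in heart seeds (fry adjusted p 0.235). With the correlation between genes estimated from the data, 0 tests were called at either temperature, where 3 and 1 of 30 had an unadjusted p under 0.05.

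Expression of the DNA methyltransferase gene CMT3 and the demethylase gene ROS1 was then examined, because the study followed up mutants of both. CMT3 (chromosome 1, 26248118 to 26253687) had 1550 ± 146 normalised counts in heart, 1048 ± 68.8 in bent and 288 ± 29.0 in mature seeds at 23 °C. Its log2 fold change at 27 °C was 0.21 ± 0.16, 0.20 ± 0.16 and 0.14 ± 0.17, and none of these changes was called, with adjusted p-values of 0.363, 0.331 and 0.585. The bent value was 0.12 without replicate 2 at 27 °C, and the mature value was 0.02 without replicate 3 at 27 °C and 0.23 without replicate 1 at 23 °C. At 25 °C the changes of CMT3 were 0.03, 0.07 and 0.39 with adjusted p-values of at least 0.276, and the heart and bent values changed sign when replicate 3 at 25 °C was left out, to -0.08 and -0.01. The heart value was also negative at -0.02 without replicate 2 and at -0.00428 without replicate 1 at 23 °C, and it was 0.11 without replicate 3 at 23 °C. The bent value was 0.12 without replicate 3 at 23 °C, and the mature value was 0.07 without replicate 2 at 25 °C. ROS1 (chromosome 2, 15307907 to 15314807) had 1995 ± 76.9 normalised counts in heart, 4939 ± 1106 in bent and 5867 ± 982 in mature seeds at 23 °C. At 27 °C it changed by -0.50 ± 0.14 in heart seeds (adjusted p 0.00250) and by -0.70 ± 0.14 in bent seeds (adjusted p 4.90e-06). The change in mature seeds was -0.17 ± 0.14 with an adjusted p of 0.354, and the effects of mature and bent seeds did not differ by the interaction test (difference 0.52, adjusted p 0.0922). This mature value was -0.03 without replicate 2 at 23 °C and -0.27 without replicate 1 at 23 °C. At 25 °C ROS1 changed by -0.16, -0.14 and 0.07, all short of the threshold. The heart value was -0.09 without replicate 3 at 25 °C, and the bent value was -0.02 without replicate 2 and -0.32 without replicate 1 at 23 °C. The mature value turned to -0.03 without replicate 1 at 23 °C and was 0.21 without replicate 2 at 23 °C.

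**Figure D3:**
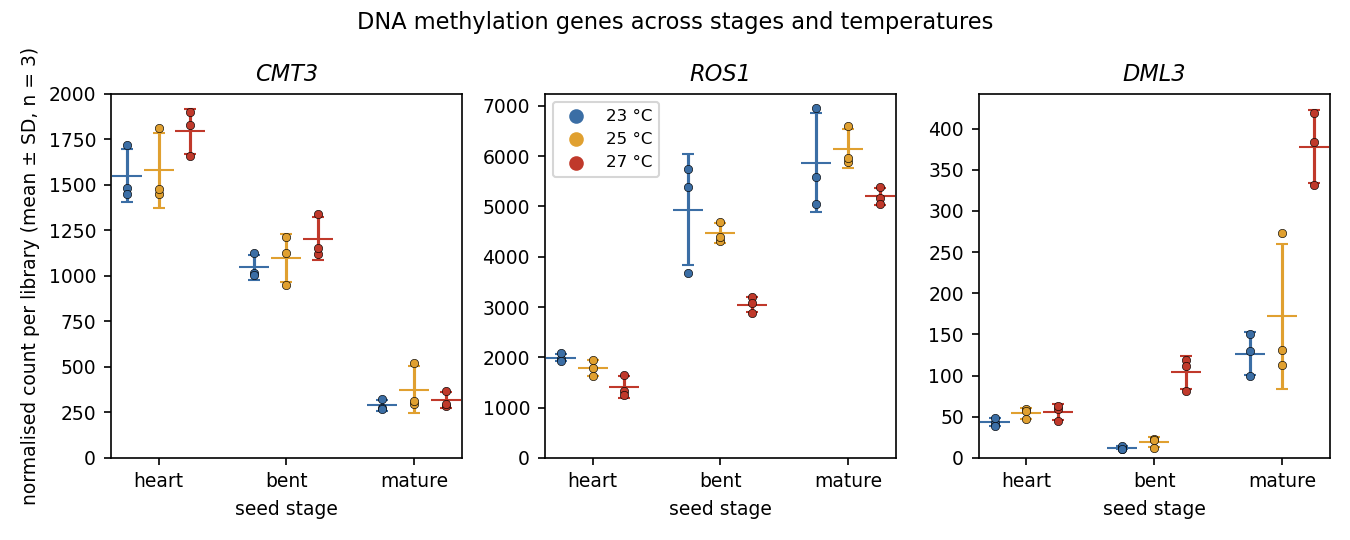
Normalised counts per library (vertical axis) of CMT3, ROS1 and DML3 at each stage (horizontal axis) and temperature (colour), with horizontal bars for the mean and error bars for the SD of the 3 replicates. ROS1 at the bent stage fell to 3050 ± 154 at 27 °C, CMT3 showed overlapping libraries in mature seeds, and DML3 reached 378 ± 44.1 in mature seeds at 27 °C.

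Of the 17 genes that the study discusses, 16 were tested, since BRF3 had too few counts. At 27 °C, 20 of 48 tests over the 3 stages were called, in 11 genes, and 20 were called when adjusted over the list alone. Of 60 splits of the libraries within stages, 1 gave as many calls, the real split, and the highest other count was 8. At 25 °C, 0 of 48 were called, with 8 at an unadjusted p under 0.05, and 1 of 48 passed without replicate 3 of bent seeds at 23 °C, without replicate 1 of mature seeds at 23 °C or without replicate 3 of mature seeds at 25 °C. In bent seeds at 25 °C filtering withheld the adjusted p from 15803 of the 21445 genes, and a gene without one could not be called. The 0 of 48 therefore holds only for tests with an adjusted p. Adjusted over the list alone, 1 was called at 25 °C, MET1 in mature seeds at 0.37 (adjusted p over the list 0.00783). The list was chosen by the study partly on these samples, so the adjustment over the list alone is not independent evidence. The largest changes were those of the demethylase gene DML3 (chromosome 4, 16313366 to 16319426), 3.09 ± 0.36 in bent seeds and 1.58 ± 0.27 in mature seeds. DRM1 changed by -1.33 ± 0.44 in heart seeds on fewer than 22 normalised counts per library, and its adjusted p rose to 0.117 without replicate 1 at 27 °C. NRPD1 was higher by 0.72 in bent and 0.61 in mature seeds, and NRPE1 changed by -0.29, -0.41 and -0.38 from heart to mature seeds. DRM2 changed by -0.45 in bent and -0.43 in mature seeds, and DML2 by -0.25 and -0.21. Without replicate 2 of mature seeds at 23 °C, the mature value of DML2 was -0.17 with an adjusted p of 0.0835. CMT2 moved by 0.30 in heart and -0.37 in bent seeds, its heart value standing at 0.15 (adjusted p 0.269) without replicate 2 at 23 °C. DDM1 changed by -0.33 in bent and -0.45 in mature seeds, values that stood at -0.27 (adjusted p 0.122) without replicate 2 of bent seeds at 23 °C and at -0.29 (adjusted p 0.165) without replicate 1 of mature seeds at 23 °C. RDM4 changed by 0.25 in bent seeds, a value of 0.19 (adjusted p 0.0741) without replicate 1 at 23 °C, and DME by -0.25 in mature seeds. ELF7, DEL2, MET1 and RDM1 were not called at 27 °C. When scaled to library totals, 11 of the 48 tests at 27 °C were called.

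Genes that the study linked to differentially methylated regions were compared with all genes tested. Of 68 such genes, 36 (52.9%) were called at 27 °C at some stage, against 56.3% of all genes (Fisher's exact test, p = 0.625). Of the 32 tested genes that also change in germination, 13 (40.6%) were called, with an exact p of 0.0775. Per stage, 18, 22 and 21 of the 68 genes were called in heart, bent and mature seeds, and 18, 20 and 22 when adjusted over the list alone. For the 32 genes the counts were 5, 7 and 6, and 5, 7 and 5 over the list alone. At 25 °C, 0, 1 and 1 of the 68 genes and 0, 0 and 0 of the 32 genes were called in heart, bent and mature seeds, with 3, 9 and 8 and with 2, 4 and 4 at an unadjusted p under 0.05. Filtering withheld the adjusted p from 15803 of the 21445 genes in bent seeds at 25 °C. The bent counts therefore hold only for genes with an adjusted p. Adjusted over the list alone, the counts at 25 °C were 0, 0 and 1 for the 68 genes and 0, 1 and 0 for the 32 genes. As sets, neither list was called by camera in the 6 contrasts. Fry called the 68 genes at 27 °C in heart seeds (adjusted p 0.0223) and bent seeds (adjusted p 0.00764). Over the 60 orders of the libraries these ranged from 0.0173 to 0.0289 and from 0.00388 to 0.0103.

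Organelle transcripts took a small share of the counts. Mitochondrial loci held 0.00279 ± 0.000114% of counts in heart, 0.00242 ± 0.000337% in bent and 0.00269 ± 0.000589% in mature seeds at 23 °C, from 380 to 591 counts per library. At 27 °C the shares were 0.00714 ± 0.000760%, 0.00743 ± 0.000354% and 0.00984 ± 0.000867%, which is 2.56, 3.07 and 3.65 times higher. Over the stages the difference was 0.00550 percentage points, with an exact permutation p of 0.00025, the smallest that the relabellings can give, and every library at 27 °C exceeded every library at 23 °C. At 25 °C the difference from 23 °C was 0.000953 percentage points (exact permutation p 0.00075). Chloroplast loci held 0.00385 to 0.00713% of counts on average at 23 °C. Their difference between 27 °C and 23 °C was 0.000527 percentage points (exact permutation p 0.449), and that between 25 °C and 23 °C was -0.000392 (p 0.573). The former was 0.000220 without replicate 2 of bent seeds at 27 °C and 0.000971 without replicate 3 of mature seeds at 23 °C. By stage, the chloroplast share at 27 °C was 0.985, 0.903 and 1.42 times that at 23 °C in heart, bent and mature seeds. Leaving out the 20 most abundant nuclear genes changed the mitochondrial difference most, to 0.00625 percentage points. Chloroplast and mitochondrial shares were 2 relations of 1 family at each temperature, and doubling the mitochondrial p-values leaves them under the threshold.

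**Figure D4:**
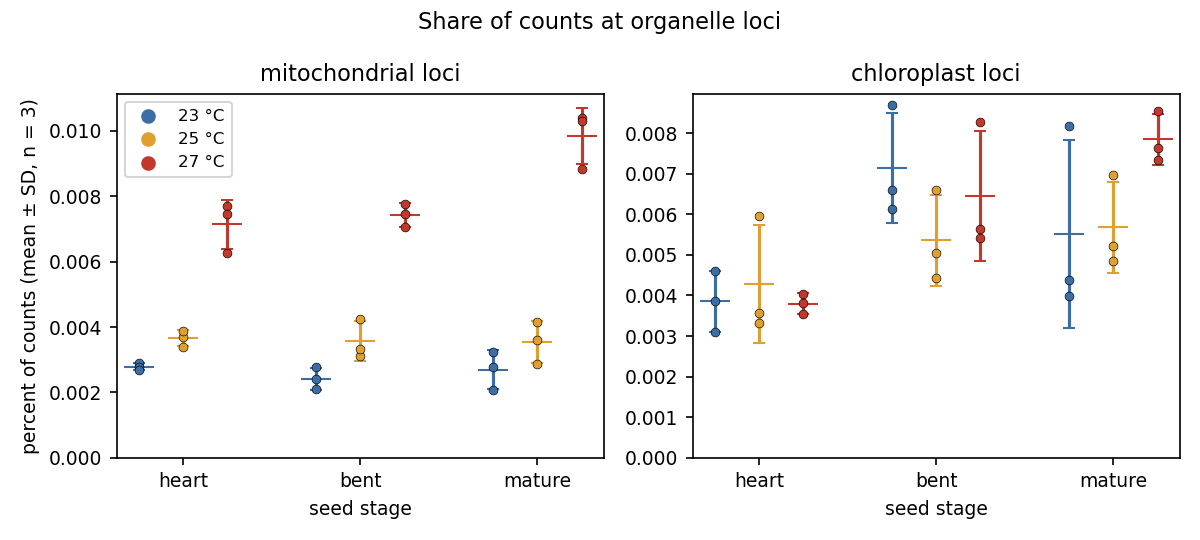
Percent of counts at mitochondrial and chloroplast loci per library (vertical axis) at each stage (horizontal axis) and temperature (colour), with bars for the mean and SD of 3 replicates. The mitochondrial share at 27 °C lies between 0.00627 and 0.0104% and the share at 23 °C between 0.00206 and 0.00323%.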

Values the study reported

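The study retained 27,587 genes after its expression filter. In heart seeds the study gave more genes for severe than for mild stress, 16-fold for those upregulated and 19-fold for those downregulated. For the bent stage the corresponding values were 31-fold and 22-fold, and for the mature stage 9-fold and 7-fold. It counted 533 genes upregulated and 683 genes downregulated by severe stress at all stages, around 19–25% and 20–25% of the genes of each stage.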

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

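The tests of other splits of the libraries for counts of genes were planned before the results were seen, whereas the division of these splits by mixed labels and the tests on single libraries, on transcript length and GC content, on depth and on gene sets in this part were chosen only after the result was seen.

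The effect of 27 °C against 23 °C differed between stages by a test of the difference itself (interaction, adjusted p under 0.05). It differed for 3147 genes between bent and heart seeds, 1179 between mature and bent seeds and 3201 between mature and heart seeds. Of 60 splits of the libraries within stages, 2 gave at least as many genes for bent against heart seeds, 2 for mature against bent seeds and 1 for mature against heart seeds, the real split included. The largest counts among the other splits were 3240, 4184 and 2162. Each of these largest counts came from a split that kept or fully exchanged the real labels at 1 of the 2 stages or at both, so that the effect of 27 °C itself entered. In the splits that mixed the labels at both stages, which numbered 52, 53 and 51, the largest counts were 15, 13 and 1.

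Several technical explanations were tested for these differences. Without replicate 1 of heart seeds at 23 °C, the library with mature-seed transcripts, 3510 genes differed between bent and heart seeds and 3475 between mature and heart seeds. Without replicate 3 of bent seeds at 23 °C, 1119 differed between mature and bent seeds. After trends with transcript length and GC content were removed, the counts were 3030, 1145 and 3179 for bent against heart, mature against bent and mature against heart seeds. A difference in depth or power between stages cannot turn a call around, yet 343 genes were called in opposite directions in heart and bent seeds, 160 in bent and mature seeds and 450 in heart and mature seeds. These tests argue against the single libraries, the trends and the depth as the whole cause. A difference in the response of the stages remains a hypothesis, as does a difference in how far seeds of the same named stage had developed, which may bear on it because the change at 27 °C resembled the change to the next stage (Pearson's r across genes 0.384 in heart and 0.338 in bent seeds).

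Among the gene sets, the interaction was called in 10 cases. Between bent and heart seeds the mean log2 fold change at 27 °C differed by -0.19 for ribosomal proteins and by -0.54 for photosystem genes. Between mature and bent seeds it differed by 0.32 for heat shock proteins, 0.23 for ribosomal proteins, 0.20 for photosystem genes, -0.71 for seed storage and oil body proteins and 0.34 for core histones. Between mature and heart seeds it differed by -0.34 for photosystem genes, -0.80 for seed storage and oil body proteins and 0.23 for core histones. With 1 library left out, the fewest calls that stayed were 7 of 10, without replicate 3 of bent seeds at 23 °C or replicate 3 of mature seeds at 27 °C, which argues against 1 library alone as the cause of most of them. Camera's preset correlation is a further limit, since among 40 splits of the libraries 3 gave at least as many set calls for 27 °C against 23 °C as the 16 found, and 8 gave at least as many for 25 °C against 23 °C as the 9 found with adjustment over one temperature, the real split included in both. For the differences between stages 20 of the 40 splits gave at least as many calls as the 10 found, the real one included. In the 29 splits that mixed the labels at every stage, 12 did, and the highest count was 18. For the set calls at 27 °C 1 of these 29 splits reached the 16 found, and for those at 25 °C 6 of 32 reached the 9 found. Over all splits other than the real one, the median was 10 set calls at 27 °C, 7 at 25 °C and 9 for the differences between stages. Chance arrangements of the libraries may therefore account for the number of set calls and above all for the differences of sets between stages, which are not taken as established.

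Named genes also differed between stages, in 38 cases. Compared with heart seeds, the log2 fold change at 27 °C in bent seeds was larger by 3.31 for CRU2, 3.42 for CRU3, 4.44 for AT1G03890, 2.10 for AT1G56660, 5.09 for AT2G05580, 1.40 for cwINV4, 5.62 for AT5G37690, 5.91 for CYP86A1 and 5.12 for FACT. The corresponding differences of AT4G11180, AT5G05020 and RLP55 were -6.17, -9.00 and -12.99. Compared with heart seeds, the change in mature seeds differed by 2.26 for AT1G56660, -1.88 for AT1G66760, 5.60 for AT2G05580, -1.71 for AT2G18360, 1.80 for cwINV4, -9.92 for AT4G11180, -12.68 for AT5G05020, -15.62 for RLP55 and 7.89 for FACT. Between mature and bent seeds the differences were -2.70 for AT1G66760, -3.69 for AT5G05020, -5.22 for AT5G37690, -2.63 for RLP55 and -4.81 for CYP86A1. The differences of CRU2, CRU3, AT1G03890 and AT2G05580 from heart seeds rest on replicate 1 of heart seeds at 23 °C, the library with mature-seed transcripts. Without it all 5 of these calls were lost: between bent and heart seeds the values were -1.84 for CRU2 (adjusted p 0.0939), -1.68 for CRU3 (0.219), -0.62 for AT1G03890 (0.754) and 0.05 for AT2G05580 (0.985), and between mature and heart seeds 0.57 for AT2G05580 (0.829). These 5 differences are therefore not taken as differences between stages. Without the same library AT2G18360 stood at -2.58 between mature and heart seeds, a larger difference. AT5G37690 stood at 3.99 between bent and heart seeds, a smaller one, and both calls were kept. Values of RLP55 and AT5G05020 that involve heart seeds are fitted against a control near 0 and depend on the fit.

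Of the genes that the study discusses, DML3 differed by 2.72 between bent and heart seeds, 1.21 between mature and heart seeds and -1.52 between mature and bent seeds. Between bent and heart seeds the differences were 0.52 for NRPD1, 0.39 for RDM4, -0.67 for CMT2, -0.51 for DRM2 and 2.30 for DRM1. Between mature and heart seeds they were -0.48 for CMT2, -0.26 for DME, -0.48 for DRM2 and 2.68 for DRM1. When 1 library was left out, at least 33 of the 38 calls on named genes stayed, the lowest number being reached without replicate 3 of bent seeds at 23 °C, replicate 1 or 3 of bent seeds at 27 °C, or replicate 1 of heart seeds at 23 °C. A single library is thus unlikely to have produced most of these differences. For those that stayed, whether the stage or the progress of development lies behind them is open.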

How the results depend on the processing

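The alternatives were chosen before the data were examined, except the fits without replicate 3 of bent seeds at 23 °C for contrasts that do not use that group, which were chosen after seeing the data; those tests on splits that concern gene sets, genes shared by all stages or the genes the study discusses were chosen only after the result was seen.

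For 25 °C against 23 °C, the edgeR quasi-likelihood test called 16 genes higher and 22 lower in heart seeds and 38 higher and 43 lower in mature seeds. In bent seeds it called 0 higher and 0 lower, where 1341 and 2289 had an unadjusted p under 0.05. For the mean of the stages it called 377 higher. On the simulated data DESeq2 made a larger share of false calls than edgeR at a similar recovery, which may bear on these lower counts. Whether it explains them was not tested. The counts for 27 °C and for development stayed within 1.5 times under this test.

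An adjusted p under 0.01 is stricter by construction. At 25 °C it left 33 higher and 70 lower in heart seeds, 0 higher (1260 at an unadjusted p under 0.05) and 64 lower in bent seeds, 53 higher and 39 lower in mature seeds, and 211 higher and 465 lower for the mean of the stages. For 27 °C against 23 °C it left 1599 lower in heart seeds, 421 higher and 408 lower at all stages, and differences between stages for 1818 genes (bent and heart), 703 (mature and bent) and 1910 (mature and heart). Between 27 °C and 25 °C it left 1089 lower in heart seeds, 1455 lower in bent seeds and 1955 higher in mature seeds.

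A minimum absolute log2 fold change of 1 removes small changes by construction. At 25 °C it left 30 higher in heart seeds, 2 higher and 22 lower in bent seeds, 31 higher and 71 lower in mature seeds, and 60 higher and 247 lower for the mean. For 27 °C against 23 °C it left 994 higher and 606 lower in heart seeds, 1284 and 504 in bent seeds, 922 and 663 in mature seeds, 1071 and 459 for the mean, and 199 and 170 at all stages. Between 27 °C and 25 °C it left 914 and 386 in heart seeds, 858 and 230 in bent seeds, and 749 and 693 in mature seeds. At 23 °C it left 2080 higher and 3001 lower from heart to bent seeds and 1573 and 1850 from bent to mature seeds. Differences between stages remained for 1221 genes (bent and heart), 586 (mature and bent) and 1402 (mature and heart), and 3 calls remained on the genes the study discusses.

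Library totals as size factors gave 162 genes higher and 63 lower at 25 °C in bent seeds, 114 higher in mature seeds, and 1213 higher and 520 lower for the mean. For 27 °C against 23 °C they gave 1346 lower in heart seeds, 1768 lower in bent seeds, 3035 lower for the mean, 343 lower at all stages and 11 calls on the genes the study discusses. They gave 999 lower in heart seeds for 27 °C against 25 °C, 4026 higher from heart to bent seeds and 2451 higher from bent to mature seeds. ROS1 in bent seeds at 25 °C reversed to 0.0388. Under this scaling the median of all genes moved by 0.17 in both bent contrasts with 23 °C, by -0.17 from heart to bent and by -0.23 from bent to mature seeds, and the balance of higher and lower genes moved with it. At 25 °C in bent seeds 3.96% of the called genes were higher with median-of-ratios factors and 72.0% with library totals, so the balance in that contrast has no direction that holds under both scalings. Replicate 3 of bent seeds at 23 °C, with the highest total but a size factor of 0.829, may carry much of the shift in the bent contrasts with 23 °C. The size factors of replicates 1 and 2 were 1.08 and 1.04.

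A replicate block within stages, meant for replicate numbers that mark a shared origin, gave at 25 °C 34 higher and 68 lower in heart seeds, 0 higher (909 at an unadjusted p under 0.05) and 337 lower in bent seeds, 84 higher and 75 lower in mature seeds, and 331 and 677 for the mean. The other 23 counts stayed within 1.5 times. The numbers do not pair the libraries: residuals of libraries with the same number had a median correlation of -0.0555, with 6 of 27 pairs above 0.1, against 0.00290 and 21 of 54 pairs for different numbers. The block spends degrees of freedom without removing variation.

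Fits on the libraries of a stage alone gave at 25 °C 51 lower in heart seeds, 105 lower in bent seeds, 87 higher in mature seeds, and 242 higher and 513 lower for the mean; fewer libraries inform the dispersion there. At least 10 counts in every library left 50 lower in heart seeds at 25 °C among fewer genes tested. With independent filtering off, 87 were higher and 326 lower in bent seeds at 25 °C. TMM factors, no filter on low counts and truncation each kept all 33 counts they were applied to within 1.5 times.

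Among genes with a mean of at least 100 normalised counts, the correlation of the effects of 25 °C and 27 °C was 0.129 in heart, 0.0958 in bent and 0.226 in mature seeds, and that of the 27 °C effect with development in bent seeds was 0.508. Spearman's rho for the last was 0.192. The cause was not tested. With the correlation between genes estimated, camera called 0 sets at 27 °C and 0 at 25 °C, with 3 and 1 at an unadjusted p under 0.05, and fry called 1 at 25 °C. Fry gave other p-values when the libraries were entered in another order, a check added after seeing the data. Of its calls, 1 was lost in 1 of 60 orders, that of heat shock proteins in bent seeds at 27 °C (highest adjusted p 0.0528). The calls of camera were kept in all 60 orders.

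Across the 6 fits without 1 library, the counts at 25 °C ranged from 25 (without replicate 3 at 23 °C) to 106 higher and 57 to 205 lower in heart seeds. They ranged from 0 (without replicate 2 at 25 °C; 975 at an unadjusted p under 0.05) to 444 higher and from 34 to 1798 lower in bent seeds. In mature seeds they ranged from 68 to 223 higher and 33 to 179 lower. Over 18 such fits the mean of the stages ranged from 393 to 900 higher and 736 to 1657 lower. For 27 °C against 23 °C the lower genes in heart seeds ranged from 1627 (without replicate 2 at 27 °C) to 2413. For 27 °C against 25 °C the ranges were 1489 to 2145 higher and 1011 to 1662 lower in heart seeds, lowest without replicate 2 at 25 °C, and 1552 to 2063 lower in bent seeds, lowest without replicate 3 at 27 °C. The added fit without replicate 3 of bent seeds at 23 °C, a library outside these contrasts, gave more: 403 higher and 502 lower in mature seeds at 25 °C, 3129 lower in heart seeds for 27 °C against 23 °C, and for 27 °C against 25 °C 2690 higher and 2431 lower in heart seeds and 3327 lower in bent seeds. Calls at 25 °C on the genes the study discusses ranged from 0 (8 at an unadjusted p under 0.05 with all libraries) to 1. Tests without an adjusted p could not be called.

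Changes of sign occurred for CMT3 at 25 °C, which ranged from -0.0848 to 0.11 in heart and -0.0110 to 0.12 in bent seeds, and for ROS1 in mature seeds at 25 °C, from -0.0282 to 0.21. They also occurred for ribosomal proteins in heart seeds at 25 °C, from -0.0585 to 0.0138, and heat shock factors in bent seeds at 25 °C, from -0.0489 to 0.19. Each of the 26 gene set values and 81 named gene values was compared in several fits, and the following are numbers of such comparisons, not of values. For gene sets, 19 comparisons without 1 library were weaker, 134 the same and 3 of the other sign, and under other alternatives 38 were weaker and 66 the same. For named genes, 29 without 1 library were weaker, 440 the same and 5 of the other sign, and under other alternatives 52 were weaker, 804 the same and 1 of the other sign. A further 23 comparisons of named genes had no adjusted p.

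Other splits of the 6 libraries of a comparison were counted, 10 in each case, so no share below 0.1 can arise. At 25 °C in heart seeds 3 of 10 splits gave at least as many genes as the real one, which is among them, and the highest other count was 660. For the other comparisons within a stage and for both steps of development, 1 of 10 did, the real split, with highest other counts of 514 and 69 at 25 °C in bent and mature seeds, 107, 429 and 2 for 27 °C against 23 °C in heart, bent and mature seeds, 2, 21 and 59 for 27 °C against 25 °C, and 1217 and 714 for the steps of development. By the splits of a single stage alone, chance cannot be told apart from an effect, because 10 splits give no share below 0.1. Among 60 splits within stages, 1 gave as many genes for the mean at 27 °C (highest other 6753), 1 for the mean at 25 °C (516), 1 for genes called at all stages in one direction (1) and 1 for the 20 calls at 27 °C on the genes the study discusses (8), the real split each time, which argues against chance as the source of these 4 counts. Depth limits genes near 0: a group with at most 3 counts in every library gives a lower bound of the fold change.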

Other observations

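The test of the change at 27 °C against development was planned before the result was seen, and the list of pollen genes was written before its values were seen; the other tests in this part were chosen only after the result was seen.

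In replicate 3 of bent seeds at 23 °C, 943 transcripts had 0 counts that were above 0 in all other libraries, against 14 to 106 such transcripts in the others, and 158 of them had at least 50 counts in all other libraries (0 to 13 elsewhere). Lower depth cannot explain this, since its total, 19.45 in units of 1e6 counts, was the highest. Seeds of another stage or temperature cannot either, because the 158 transcripts were present at every stage and temperature. At loci with 1 transcript, 1.87% of the nonzero estimates were whole numbers, against 26.6 to 47.0% in the other libraries. A candidate explanation is that reads were assigned to transcripts in another way in this library, by other settings or another step of the quantification. Its counts relative to the other replicates of its group also fell with transcript length, with a rho of -0.323. The values were 0.232 and 0.319 in replicates 1 and 2 of that group, which were themselves set against this library. In libraries of other groups they ranged from -0.153 to 0.180.

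At 25 °C in bent seeds more genes were lower than higher (631 and 26). Without replicate 3 at 23 °C, 36 were lower, but the count was also 34 without replicate 3 at 25 °C and 1798 without replicate 1 at 23 °C, so an effect of that library cannot be told apart from the small number of libraries. With trends of transcript length and GC content removed and no filtering, 252 genes were lower and 73 higher, against 326 and 87 without the correction, which argues against the trends as the whole cause. With library totals as size factors 162 genes were higher and 63 lower, so the direction of the imbalance depends on the scaling. Replicate 3 at 23 °C had a median-of-ratios size factor of 0.829 despite the highest total, against 1.08 and 1.04 in replicates 1 and 2. Much of the difference between the scalings may thus come from this library, and no fit with library totals left it out. An effect of mild stress stays open, as do a property of single libraries and the choice of scaling.

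Replicate 1 of heart seeds at 23 °C held transcripts of mature seeds. Genes typical of mature seeds stood there at a median of 2.68% of the mature level, against 0.0630 to 0.110% in the other heart libraries at 23 °C and 25 °C, and 78.2% of them lay within 2-fold of the median share. RNA of bent seeds would not raise genes above the level in bent seeds, yet 32 of them exceeded it. A later harvest of the whole library would raise genes of bent seeds, yet 12 such genes stood at 2.79% of the bent level, within the range of the other heart libraries at 23 °C and 25 °C (1.30 to 2.87%) and below those at 27 °C (22.2 to 26.8%). A small amount of RNA from mature seeds in this library may therefore account for part of the decreases of CRU2 and CRU3 at 25 °C, which were -11.44 and -11.03 with this library and -6.29 and -5.93, still called, without it. The remainder was not explained by it. Whether it entered at harvest or later was not tested.

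Transcripts near 0 in heart seeds at 23 °C and 25 °C were present in the heart libraries at 27 °C. If seeds of the bent stage had been mixed in, genes that rise early and late would stand at a common share of the bent level at 27 °C. Genes higher in bent than in mature seeds (16) stood at 22.7%, and genes over 5 times higher in mature than in bent seeds (50) at 5.30%. This argues against such a mixture as the only source of both. Yet 90% of the 50 genes lay within 2-fold of their median share in each heart library at 27 °C. For 64 genes near 0 in heart seeds at 23 °C and 25 °C, 78.1 to 84.4% did. A mixture that supplied part of these transcripts therefore stays open. Faster development at 27 °C is a possible explanation for the resemblance between the change at 27 °C and the change to the next stage, with Pearson's r across genes of 0.384 in heart and 0.338 in bent seeds and jackknife errors of 0.170 and 0.136. The stage of the embryos was not measured here, so a direct effect of heat on the same genes stays open.

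Replicate 1 of mature seeds at 25 °C lay between the temperatures. Genes at least 10 times higher at 27 °C (24) stood there at 28.2% of the way to 27 °C, against 3.04% and -0.852% in replicates 2 and 3, and 87.5% of the genes lay within 2-fold of that share. Genes at least 4 times lower at 27 °C (53) stood at 81.1% of the level at 23 °C, against 113.8% and 112.9%. Material from seeds at 27 °C could produce this, and so could a stronger response of the plants in that replicate, which was not tested.

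The mitochondrial share of counts was higher at 27 °C. Less complete selection of polyadenylated RNA would raise the chloroplast share too, yet this rose by 0.14 on the log2 scale against 1.62 for the mitochondrial share. By stage, the chloroplast share at 27 °C was 0.985, 0.903 and 1.42 times that at 23 °C in heart, bent and mature seeds. The argument is therefore weaker for mature seeds. A few loci did not carry it, since 37 of 38 loci were higher at all stages and the top 3 loci gave 20.5% of the rise. Reads moved from the nuclear copy of the mitochondrial genome on chromosome 2 (3250465 to 3509757) would lower the counts at that copy, which were instead 3.18 times higher. The counts at both places rose together, so a rise at either may spread to the other through shared reads, and a biological change in mitochondrial transcripts or in their polyadenylation remains a hypothesis.

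Genes lower at 27 °C at all stages included VGD1, PGA4, AT3G01270 and sks13, which led to the idea of less pollen RNA. Of 18 markers of pollen and pollen tubes 11 were tested, and at 27 °C 10, 10 and 9 were lower in heart, bent and mature seeds, 8, 8 and 7 of them called, and also 8, 8 and 7 when adjusted over the list alone. Their median log2 fold changes were -2.66, -2.08 and -3.42, below all of 10000 random lists. Random lists take no account of genes that change together. The markers sks11, sks12, sks14 and VGDH2 share name families with sks13 and VGD1, which raised the idea, so they are not an independent test of it. Of the other tested markers, AGP6, AGP11, ANX2 and ACA9 were called lower at all 3 stages at 27 °C. HAP2, CNGC18 and MYB101 were called lower at no stage. At 25 °C the medians were -0.70, -1.59 and -2.30, with 0, 0 and 5 called, 0, 7 and 8 over the list alone, and 0 and 8 at an unadjusted p under 0.05 in heart and bent seeds. In bent seeds at 25 °C the filtering withheld the adjusted p of all 11 markers, so the 0 there is not a test result. With at least 9 of 11 markers lower at each stage, less pollen or pollen-tube RNA in the seeds at 27 °C is a candidate explanation. The most abundant marker in heart seeds went the other way: MYB101 rose from 147.6 to 297.3 normalised counts and is also abundant in bent and mature seeds, whereas sks14 dropped from 140.8 to 29.6, VGDH2 from 94.7 to 15.0 and AGP6 from 83.9 to 23.1. Of the values of the 4 genes without 1 library, 1 lost its call, that of sks13 without replicate 3 of heart seeds at 23 °C (-1.53), which argues against 1 library alone. Lower expression of these genes in other tissues of the seed was not tested.

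The number of called genes at 27 °C over that at 25 °C was 45.7 for higher genes in heart seeds, 131 in bent seeds and 18.3 in mature seeds. These lie well above the ratios quoted from the study. For lower genes the ratio was 19.3 in mature seeds and 7.15 in bent seeds. The former lies above the quoted ratio and the latter below it. The ratio for lower genes in heart seeds was 21.1 and the number of lower genes shared by all stages 742, both near the quoted values. The 743 higher genes shared by all stages lie above the quoted number. The ratios have the counts at 25 °C as their denominator, which moved with the test and the libraries, and the cause of the differences was not tested.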
